# Disruption of STAT6 Signal Promotes Cardiac Fibrosis Through the Mobilization and Transformation of CD11b^+^ Immature Myeloid Cells

**DOI:** 10.3389/fphys.2020.579712

**Published:** 2020-10-22

**Authors:** Weiwei Zhang, Baoling Zhu, Suling Ding, Xiangfei Wang, Jian Wu, Xiaowei Zhu, Yunzeng Zou, Junbo Ge, Minghong Tong, Xiangdong Yang

**Keywords:** cardiac fibrosis, STAT6, isoproterenol, β-adrenergic receptor, inflammatory, CD11b^+^ myeloid cells, macrophages

## Abstract

Cardiac fibrosis is an important pathological basis of various cardiovascular diseases. The roles of STAT6 signal in allergy, immune regulation, tumorigenesis, and renal fibrosis have been documented. However, the function and mechanism of STAT6 signal in sympathetic overactivation-induced cardiac fibrosis have not been fully elucidated. This study explores the novel role of STAT6 signal in isoproterenol (ISO)–induced cardiac fibrosis through the regulation of inflammatory response and the differentiation of macrophages from immature myeloid cells. The expression levels of STAT6, β1-adrenergic receptor (β1-AR), and inflammatory factors [interleukin α (IL-1α), IL-6, IL-18, and transforming growth factor β (TGF-β)] in CD11b^+^ myeloid cells were analyzed with a microarray study. The levels of IL-6 and TGF-β1 in the CD11b^+^ myeloid cells–derived macrophages were detected with reverse transcriptase–polymerase chain reaction (RT-PCR). STAT6–knockout (KO) and WT mice were used to establish a murine cardiac fibrosis model by ISO injection. Cardiac fibroblasts were isolated from the hearts of newborn STAT6-KO and WT mice, and STAT6 expression was measured by Western blotting and RT-PCR after ISO stimulation, while α-smooth muscle actin (α-SMA) expression was detected by immunofluorescence and immunohistochemistry staining. Cardiac function and pathological characteristics were examined by echocardiography and immunohistochemistry staining, respectively. Immunohistochemistry staining with anti-CD11b was performed to detect the infiltration of CD11b^+^ myeloid cells in heart tissue. Flow cytometry analysis was used to measure the percentages of CD11b^+^ myeloid cells and CD11b^+^Ly6C^+^ macrophages in the peripheral blood. The results showed that STAT6 was highly expressed in CD11b^+^ myeloid cells located in injured hearts, and STAT6 expression in cardiac fibroblasts was down-regulated after ISO treatment. STAT6 deficiency further aggravated ISO-induced increased expression of α-SMA in cardiac fibroblasts, myocardial fibrosis, and cardiac dysfunction. The activation of ISO/β1-AR signal aggravated cardiac inflammatory infiltration, promoted CD11b^+^ myeloid cell mobilization, and enhanced CD11b^+^Ly6C^+/low^ macrophage differentiation, which was further exacerbated by STAT6 deficiency. Furthermore, β1-AR mRNA expression significantly increased in splenic CD11b^+^ myeloid cells compared to their bone marrow–derived controls, and STAT6 deficiency promoted β1-AR expression in an MI-induced sensitive cardiac fibrosis mouse model. The spleen-derived CD11b^+^ myeloid cells of STAT6-KO mice produced more IL-1α, IL-18, and TGF-β than their WT counterparts. Taken together, these results suggest that STAT6 signal plays a critical role in ISO-induced β1-AR overactivation and systemic inflammatory cascades, contributing to cardiac fibrogenesis. STAT6 should be a promising cardioprotective target against myocardial fibrosis and heart failure after β1-AR overactivation–induced myocardial injury.

## Introduction

The proliferation of fibroblasts and collagen secretion are crucial for the repair of cardiomyocytes after acute ischemic injury due to the poor regenerative abilities of cardiomyocytes. However, cardiac fibrosis post–acute myocardial ischemic injury is a double-edged sword. On the one hand, fibroblasts can repair the structural damage caused by myocardial necrosis. On the other hand, the excessive proliferation of myofibroblasts and the release of inflammatory cytokines aggravate the pathological remodeling of myocardium. It is well known that the pathological features of cardiac remodeling induced by hypertension are cardiomyocyte hypertrophy and cardiac interstitial fibrosis (Cuspidi et al., 2020; Ruan et al., 2018).

Chronic overactivation of the sympathetic nervous system by stimulation of β-adrenergic receptors (β-ARs) has been demonstrated to play a critical role in the development of hypertension and cardiac fibrosis (Alemasi et al., 2019), whereas cardiac sympathetic afferent denervation could suppress deleterious cardiac remodeling and improve cardiovascular dysfunction (Wang et al., 2014). By stimulating β-ARs, catecholamine overload leads to cardiac remodeling (Morishige et al., 2019). Isoproterenol (ISO) is a nonspecific β-AR agonist, and low-dose continuous injection of ISO may contribute to sustained β-AR stimulation in cardiomyocytes. A recent study revealed that acute β-AR overactivation by single-dose ISO injection could trigger interleukin 18 (IL-18)–dependent cytokine cascades, macrophage infiltration, and cardiac remodeling (Xiao et al., 2018). N-propargyl caffeate amide was reported to prevent cardiac fibrosis induced by myocardial infarction (MI) by enhancing pro-resolving macrophage polarization (Cheng et al., 2020). These studies highlight the critical role of innate immune cells in cardiovascular diseases caused by sympathetic dysfunction. However, more investigation is needed in order to understand the mechanisms behind this effect.

Histamine is a biogenic amine that has variable roles in allergies, inflammation, and gastric acid secretion and has also been linked to immune responses and tumorigenesis (Yang et al., 2011). Histidine decarboxylase (HDC) is the unique enzyme responsible for the conversion of L-histidine to histamine. Our previous studies demonstrated that histamine deficiency in HDC knockout (HDC-KO) mice could promote myocardial injury and cardiac fibrosis through aggravating macrophage dysfunction and cardiomyocyte apoptosis post-MI (Deng et al., 2015). The STAT6 signal was identified to mediate the effect of histamine on macrophage differentiation from CD11b^+^Gr-1^+^ immature myeloid cells (Xu et al., 2017). Furthermore, aggravated cardiac fibrogenesis was also examined in STAT6-KO mice (Chen et al., 2017). STAT6 has been found to be essential for the regulation of immune response and allergic response (Haase et al., 2020; Nam et al., 2020). Activation of the sympathetic nervous system has been demonstrated in acute MI (Graham et al., 2004; Hogarth et al., 2009; Hogarth et al., 2006). However, the roles and mechanisms of the β-AR signaling pathway in innate immune cell activation and myocardial fibrosis have not been fully elucidated.

The role of STAT6 and β-AR signals in cardiac fibrosis has not yet been characterized. To address this question, the expression levels of β1-AR mRNA were analyzed in CD11b^+^ myeloid cells directly isolated from the spleen and bone marrow of mice with MI-induced cardiac fibrosis. Furthermore, the activation of immune subsets in the peripheral blood and injured hearts of mice with ISO treatment was analyzed by flow cytometry analysis and histopathological study, respectively. STAT6-KO mice were also used to establish an ISO-induced cardiac fibrosis model and to investigate the effects of STAT6 deficiency on macrophage activation and fibroblast proliferation. We identified a higher level of β1-AR mRNA expressed in the spleen-derived CD11b^+^ myeloid cells compared to the bone marrow–derived counterparts. Overactivation of the β1-AR signal by ISO stimulation aggravated cardiac fibrosis mainly through the regulation of inflammatory infiltration, myeloid immune cell mobilization, and macrophage differentiation in STAT6 deficiency mice.

## Materials and Methods

### Animals

Male HDC-enhanced green fluorescent protein (EGFP), HDC-KO, STAT6-KO, and wild-type (WT) mice (Balb/C background, 10 weeks old) were purchased from the Model Animal Research Center of Nanjing University. All mice were housed in the SPF (specific pathogen–free) environment at 25°C with a 12-h bright/dark alternation and allowed free access to water and food. All animal experiments were reviewed and approved by the Animal Ethics Committee of Fudan University. Our study was performed in accordance with the Guidelines for the Care and Use of Laboratory Animals, which was published by the US National Institutes of Health (NIH Publication, 8th edition, 2011).

### ISO-Induced Cardiac Fibrosis Model Establishment

ISO (Sigma–Aldrich, United States) was formulated in saline prior to use. The mice were divided into six groups as follows: (i) WT + ISO 1 week: daily administration of ISO (5 mg/kg per day) for 1 week; (ii) WT + ISO 4 weeks: daily administration of ISO (5 mg/kg per day) for 4 weeks; (iii) WT control: daily subcutaneous administration of saline (same volume as ISO group) for 4 weeks; (iv) STAT6-KO + ISO 1 week: daily administration of ISO (5 mg/kg per day) for 1 week; (v) STAT6-KO + ISO 4 weeks: daily administration of ISO (5 mg/kg per day) for 4 weeks; (vi) STAT6-KO control: daily subcutaneous administration of saline for 4 weeks. Mice were euthanized approximately 24 h after the last injection.

### Echocardiography

The echocardiography was performed using a high-resolution small animal ultrasound system VisualSonics Vevo770 (VISUALSONIC, Canada). Mice were anesthetized under 2% isoflurane concentrations, and parastolic left ventricular long-axis view was captured. The following parameters of left ventricular ejection fraction (EF%) and left ventricular fractional shortening (FS%) were selected to evaluate cardiac function. EF% and FS% were calculated by the Simpson method as previously reported (Heinen et al., 2018). Each parameter took the mean value of three consecutive cardiac cycles.

### Flow Cytometry Analysis

Approximately 24 h after the last injection, mice were euthanized. The peripheral blood was collected and made into single-cell suspension. Erythrocyte lysate was used to get rid of red blood cells. Then cells were centrifuged and resuspended with 1 × phosphate-buffered saline (PBS). APC-CD11b (Biolegend, 101212), Gr-1-PerCP-Cy5.5 (BD, 552093), and Ly6C-PE (BD, 560592) fluorescent antibodies were used to incubate and stain cells for 45 min at 4°C. After washing, cells were resuspended with 300 μL PBS. The data were collected using a LSRII flow cytometer (BD Biosciences) and analyzed using FlowJo v7 software (Tree Star, Inc.).

### Histology and Immunohistochemistry Staining

After mice euthanasia, the heart was perfused with cold PBS and fixed with 10% neutral-buffered formalin at 4°C overnight. Then, the heart was embedded in paraffin and cut into 5-μm-thick coronal slides for further procedures. Sirius red staining and Masson staining were used to detect cardiac fibrosis; hematoxylin and eosin (HE) staining was used for morphology and inflammatory analysis, and immunohistochemistry staining was used to test the expression of α-SMA (Abcam, ab5694) and CD11b (BD, 553308) in heart tissues. The heart sections were captured with a light microscopy (Leica, Germany). Image-Pro-Plus 6 software was used to measure the area of anti-CD11b staining, collagen, and heart, respectively. The ratio of anti-CD11b staining area to heart area was used to evaluate cardiac CD11b^+^ infiltration; the ratio of collagen area to heart area was used to evaluate cardiac fibrosis.

### Cell Culture and Treatment

Primary cardiac fibroblasts were isolated from newborn (days 0–2) mice as described previously (Sawaki et al., 2018). Then, fibroblasts were collected and cultured in Dulbecco modified eagle medium supplemented with 10% fetal bovine serum (Sigma–Aldrich, United States) and 1% penicillin-streptomycin in a humidified environment at 37°C with 5% CO_2_. Generation 2–4 fibroblasts were used in this study. Fibroblasts were cultured at densities of less than 80% confluency in a six-well culture plate, and the serum-free medium was used for at least 24 h before ISO treatment. Then the cells were stimulated by ISO and harvested after 24 h of continuous stimulation. In control groups, fibroblasts were given an equal volume of PBS instead. The mRNA and protein expression were measured with polymerase chain reaction (PCR) and Western blotting, respectively.

Bone marrow–derived cells were isolated from the femur bones of WT and STAT6-KO mice and made into single-cell suspensions, and the FACS lysing solution (BD) was used to lyse red blood cells. CD11b^+^ cells were then sorted by magnetic beads. CD11b^+^ cells were cultured in six-well culture plates (approximately 2.5 million cells/well) with RPMI-1640 medium (Hyclone) supplemented with 10% fetal bovine serum (Sigma–Aldrich, United StatesA) and 1% penicillin-streptomycin in a humidified environment (37°C at 5% CO_2_ concentration). The cells were induced to differentiate into macrophages with macrophage colony-stimulating factor (M-CSF, PeproTech, 100 ng/mL) for 5–7 days, and the liquid medium was changed every 2 days. After the last change of the culture medium, the macrophages were cultured in serum-free medium for 24 h. Then, the macrophages were stimulated with ISO for 15 min and collected with Trizol for the subsequent detection of inflammatory factors mRNA expression.

### Immunofluorescence Staining

Cardiac fibroblasts were isolated from STAT6-KO and WT mice hearts and cultured as above. Cardiac fibroblasts were fixed with 4% (vol/vol) paraformaldehyde for 20 min, permeabilized with 0.2% TritonX-100 for 20 min, and blocked with 5% bovine serum albumin for 1 h at room temperature. Then samples were incubated with anti–α-SMA antibody (Abcam, ab5694) at 1:200 overnight at 4°C. After washing three times with 1 × PBS, cells were incubated with Alexa Flour 594–conjugated donkey anti–rabbit immunoglobulin G (1:400) for 1 h at room temperature in a dark environment. After washing, DAPI (Beyotime Biotechnology, China) was used to stain nuclei. The method of immunofluorescence for frozen section was similar to our previous study (Chen et al., 2017). The immunofluorescence staining method for heart and spleen tissues is as similar as above. All photographs were taken with a fluorescence microscope (Leica, Germany).

### Quantitative Real-Time PCR

Total RNA was extracted by TRIzol reagent (Invitrogen, Waltham, MA, United States) for mRNA quantification. Then 1 μg of RNA was reverse transcribed with a PrimeScript RT reagent Kit with gDNA Eraser (Takara, Japan). The gene expression level of STAT6 was quantified by SYBR Premix Ex Taq (Takara, Japan). Data analysis was performed with an Applied Biosystems Prism7500 sequence detection system. Based on the sequences that were available in NCBI database, gene primers of β-actin, GAPDH, STAT6, IL-6, and transforming growth factor β (TGF-β) were designed by Sangon Biotech (Shanghai, China), which is shown in detail in the Table 1. After the expression of β-actin or GAPDH was normalized, the fold change of STAT6, IL-6, and TGF-β1 expression was calculated according to the ΔΔ cycle time (Ct) method.

**TABLE 1:** Primers for RT-PCR.

Gene	Forward primer	Reverse primer
β-Actin	ACGTTGACATCCGTAAAGACC	ACACAGAGTACTTGCGCTCA
GAPDH	GACATCAAGAAGGTGGTGAAGCAG	ATACCAG GAAATG AGCTTG ACAAA
STAT6	CTCTGTGG G GCCTAATTTCCA	GCATCTGAACCGACCAGGAAC
IL-6	CCAAGAGGTGAGTGCTTCCC	CTGTTGTTCAGACTCTCTCCCT
TGF-βl	TCTGCATTGCACTTATGCTGA	AAAGGGCGATCTAGTGATGGA

### Western Blotting

Cardiac fibroblasts were lysed on ice with RIPA lysis buffer (Beyotime Biotechnology, China) supplemented with protease and phosphatase inhibitors for protein extraction. The protein concentrations were measured by BCA protein assay kit (Beyotime Biotechnology, China). Proteins were loaded onto 10% sodium dodecyl sulfate–polyacrylamide gel electrophoresis and were blotted onto the polyvinylidene fluoride membrane. These membranes were incubated with 5% nonfat dry milk to block proteins for 1 h. Next, membranes were incubated and stained with primary antibodies overnight at 4°C. The primary antibodies were diluted for 1:1,000 and 1:5,000 for anti-STAT6 (Abcam, ab44718) and anti-GAPDH (Abcam, ab8245), respectively. On the next day, membranes were washed with 1 × TBST (Tris-buffered saline + Tween 20) for three times and were then incubated with second antibodies labeled by horseradish peroxidase for 2 h. Membranes were washed with 1 × TBST for three times and were quantified by scanning densitometries.

### Microarray Performance and Analysis

Differentially expressed genes of CD11b^+^ myeloid cells in the spleen and bone marrow of WT, HDC-KO, and STAT6-KO mice (five mice in each group) were examined by microarray analysis (Agilent Mouse 4x44K Gene Expression Microarrays). Total RNA was extracted from CD11b^+^ cells (10 million cells) isolated from the spleen and bone marrow of MI and control mice for microarray studies. The sample preparation and chip data analysis of Gene Expression Microarrays were described in detail in our previous article (Xu et al., 2017). The microarray data have been deposited in the GEO (Gene Expression Omnibus) database (accession number: GSE154733). Basic analysis was performed with Genespring software. Then, according to the threshold (fold change >2.0 and *P* < 0.05), differentially expressed genes were selected out.

### Statistical Methods

GraphPad Prism software was used for statistical analysis, and data were expressed with *$\bar{x}\pm s$*. Student *t* test was used to compare data between two groups, and one-way analysis of variance (ANOVA) was used to compare data among multiple groups. When two factors were involved, data were statistically analyzed by the two-way ANOVA analysis. *P* < 0.05 was considered to be statistically significant.

## Results

### β1-AR Expression Increased in the Splenic CD11b^+^ Myeloid Cells in HDC-KO Mice With MI

Our previous studies have shown that HDC-KO mice are sensitive models of cardiac fibrosis after MI and that histamine deficiency inhibits the expression of STAT6 signal in CD11b^+^Ly6C^+^ macrophages (Xu et al., 2017; Chen et al., 2017). By microarray analysis, the data showed the downregulation of STAT1, STAT2, STAT3, STAT4, and STAT6 mRNA in the spleen-derived CD11b^+^ cells after MI-1wk compared to sham group (Figure 1A). Furthermore, we also observed a higher level expression of β1-AR mRNA in the spleen-derived CD11b^+^ cells than that of bone marrow–derived CD11b^+^ cells (Figure 1B). 

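RNA from CD11b+ cells of the spleen and bone marrow of WT, HDC-KO, and STAT6-KO mice was measured on one-colour Agilent mouse expression arrays, in control mice and at 1, 2, and 4 weeks after MI. Each combination of genotype, tissue, and time point had 1 array, made from cells pooled from 5 mice according to the sample labels. No condition had a second array, so the spread between mice could not be measured from these values. The paper gives n = 5 per group. Of the 24 arrays, 22 held all 44397 spots, 11 from spleen and 11 from bone marrow. The arrays of HDC-KO spleen control and STAT6-KO bone marrow MI 1 week held 229 and 84 spots, and were not used. The authors read the signals with Agilent Feature Extraction, which subtracts the background and corrects spatial trends without scaling the arrays to each other. The text of the paper names Genespring software for the later steps, without the normalization, and refers to an earlier article. The 75th percentile of the signal lay between 928 and 2461 in the spleen arrays (median 1638) and between 963 and 1780 in the bone marrow arrays (median 1385). Between 70.4 and 79.0% of the spots were well above background in spleen (median 76.4%), and between 71.3 and 79.8% in bone marrow (median 78.4%). The lowest share in either tissue was that of the WT MI 1 week array, and the next lowest in spleen was 75.1%. The WT spleen MI 1 week array enters every 1 week value of WT spleen below, where dim probes are the least certain. The number of arrays limits the precision. Here the signals were taken to log2 and the 75th percentile of each array was subtracted. For a gene with several probes, the probe with the highest mean over the 22 arrays was used, and the other probes of the genes in question were reported beside it. Values of 1 array against 1 array carry no test. Where time points served as pairs, an exact sign-flip permutation test was used, two-sided, whose smallest p is 0.13 with 4 pairs, so that it cannot reach 0.05. Each slide held the 4 time points of 1 genotype and 1 tissue, in the same order of positions. Genotype within a tissue therefore cannot be told apart from the slide, nor time after MI from the position on it. On the log2 scale Hdc lay between 1.67 and 2.78 in the HDC-KO arrays and between 4.32 and 5.51 in the WT arrays. Stat6 was lower in STAT6-KO than in WT at every time point on all of its 3 probes. On 2 of these probes, the array labelled STAT6-KO spleen MI 4 weeks lay within the range of the WT arrays. On the probe with the highest mean, the STAT6-KO spleen MI 2 weeks array (2.44) lay above the WT spleen control array (2.38).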

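In the WT spleen-derived CD11b+ cells, the Stat mRNAs went in both directions between control and MI-1wk, each value being the difference of 2 arrays on the log2 scale. The control arrays stand for the sham group of the paper. Stat2, with 1 probe, was higher by 1.58, which placed it at the 97.7th percentile of the 22657 genes well above background on both arrays. Stat4, also with 1 probe, changed by -0.86, at the 13.3rd percentile. Stat3 changed by 0.01 on its probe with the highest mean and by -0.86 on its other probe. Stat6 changed by 0.41 on the probe with the highest mean, and by -0.37 and -0.92 on the others. The direction of Stat6 and the fall of Stat3 therefore depend on the probe. Stat5a changed by 0.31, and Stat5b by -0.07 and 0.14 on its 2 probes. Over all genes the median change was -0.05, with a 10th percentile of -1.04 and a 90th percentile of 0.80. The median of these 6 Stat genes was 0.16, higher than in 50.3% of 10000 random lists of genes with similar mean signals. It was above 0 in 6 of the 8 settings chosen before the data were examined, and reached 0.49 with scaling to the median of the arrays. With quantile normalization it was -0.02, and with the mean over probes -0.13. With the second probes of Stat3 and Stat6, chosen after the values were seen, it was -0.22. In these settings Stat2 was higher and Stat4 lower throughout, whereas Stat3 was higher in 5 settings and lower in 3. Stat6 was higher in 7 of the 8 settings and fell by 0.29 with the mean over its probes. At MI 2 weeks the changes from control were 1.07 for Stat2, -0.11 for Stat3, 0.34 for Stat4, and 0.37 for Stat6 on the probes with the highest mean. On the other probe of Stat3 the change was -1.25, and on the others of Stat6 -1.43 and -1.13. At MI 4 weeks the former were 0.57, 0.08, -0.48, and 0.52 in the same order, and the latter -0.33 for Stat3 and 0.08 and 0.12 for Stat6.

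**Figure D1:**
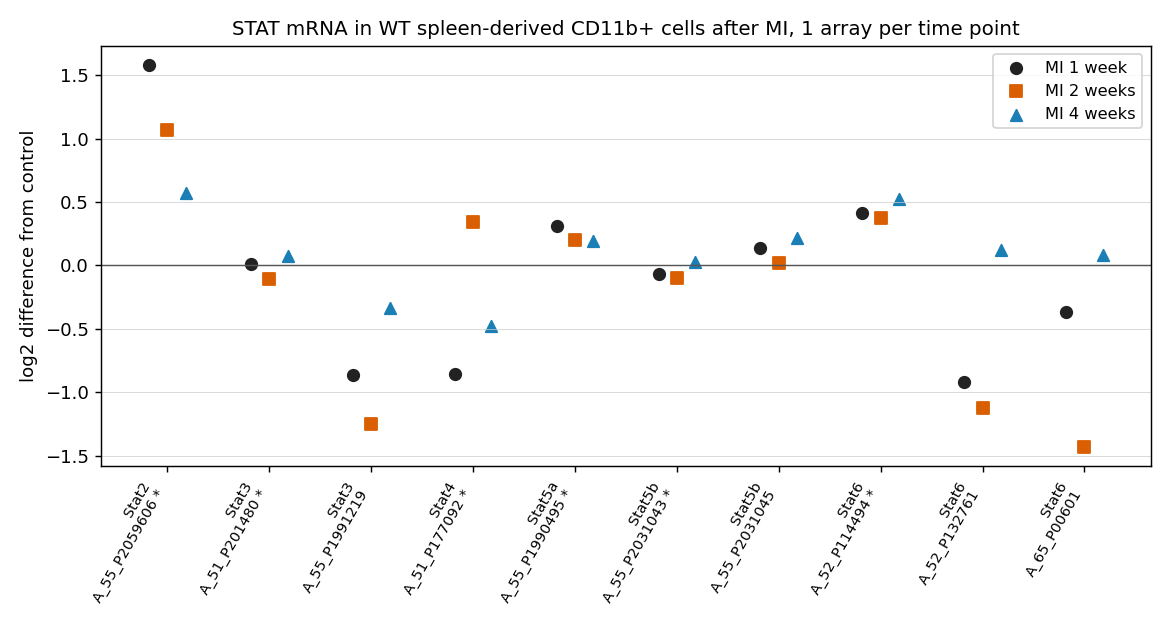
Difference from control (log2) of each Stat probe in WT spleen-derived CD11b+ cells at 1, 2, and 4 weeks after MI, 1 array per point. An asterisk marks the probe of each gene with the highest mean. At 1 week, Stat2 lies at 1.58 and the lowest Stat6 probe at -0.92.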

The expression of β1-AR decreased in the spleen-derived CD11b^+^ cells of WT mice both 1 week and 4 weeks after MI (Figure 1C). Interestingly, we found significant upregulation of β1-AR in the spleen-derived CD11b^+^ cells of HDC-KO mice at 1 week and 4 weeks after MI compared to WT mice (Figure 1D). A similar result was examined in the bone marrow–derived CD11b^+^ cells of HDC-KO mice at 4 weeks after MI compared to WT mice (Figure 1E). Taken together, these data not only confirm that the spleen is the main cellular source of CD11b^+^ myeloid cells in the early stage of MI, but also suggest that the β-AR–related sympathetic signal and the STAT6 signal are involved in the activation of CD11b^+^ immune cells and cardiac fibrogenesis after MI.

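Stat6 was looked up in fits over all genes by limma, with p adjusted over all genes. In HDC-KO against WT it changed by -0.23 in spleen (log2, adjusted p = 0.478) and by -0.28 in bone marrow (adjusted p = 0.387) on the probe with the highest mean. On its other 2 probes, each tested on its own, it changed by 0.14 and 0.11 in spleen (adjusted p = 0.795 and 0.889) and by -0.50 and -0.41 in bone marrow (adjusted p = 0.335 and 0.373). The sign in spleen therefore differs between probes. From its array results after MI (Figure 1), the paper proposes among other things that the STAT6 signal takes part in the activation of CD11b+ cells and in cardiac fibrogenesis. It further states that the spleen is the main source of CD11b+ myeloid cells early after MI. The arrays measure RNA levels within sorted cells, not the number of cells.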

**FIGURE 1:**
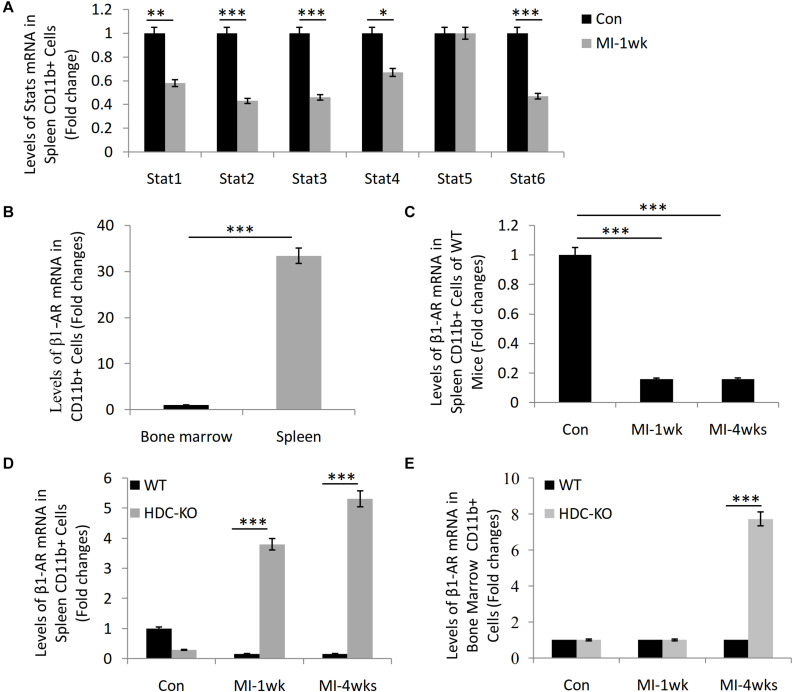
Microarray study data showing STAT6 and β1-AR expression in CD11b^+^ myeloid cells of mice with MI. **(A)** The mRNA levels of STAT1, STAT2, STAT3, STAT4, STAT5, and STAT6 in the splenic CD11b^+^ cells isolated from WT mice 1 week after MI. **(B)** The expression of β1-AR in bone marrow and spleen-derived CD11b^+^ cells of WT mice. **(C)** The expression of β1-AR in spleen-derived CD11b^+^ cells of WT mice after MI. **(D)** The expression of β1-AR in spleen-derived CD11b^+^ cells of HDC-KO and WT mice after MI. **(E)** The expression of β1-AR in bone marrow–derived CD11b^+^ cells of HDC-KO and WT mice after MI. ***P < 0.001, **P < 0.01, *P < 0.05. *n* = 5 per group.

### STAT6 Was Highly Expressed in CD11b^+^ Myeloid Cells Infiltrated Into Mouse Heart

HDC-EGFP transgenic mice provide a very convenient tool for tracing GFP-expressing CD11b^+^ myeloid immune cells *in vivo* (Yang et al., 2011). FACS data showed that about 40–50% of bone marrow cells, 3–5% of spleen cells, and 10% to 20% of blood cells were GFP^+^ and thus expressing HDC (Figures 2A,B). Furthermore, FACS data revealed that the majority of GFP^+^ cells expressed myeloid cell marker CD11b (90–95%) including CD11b^+^Gr-1^+^ granulocytic cells and CD11b^+^Gr-1^–^ monocytic cells (Figures 2A,C). In this study, we examined the expression of GFP and STAT6 in the hearts of HDC-EGFP mice with ISO treatment (three times I.P). The results of immunostaining with anti-STAT6 showed that the expression levels of STAT6 and GFP-expressing myeloid cells increased in the injured hearts of HDC-EGFP mice after ISO stimulation; the colocalization results showed that STAT6 was highly expressed in GFP^+^ myeloid cells and cardiac interstitial cells instead of cardiomyocytes (Figure 2D). Furthermore, the result of coimmunostaining with anti-STAT6 (red) and anti-CD11b (green) confirmed a high level expression of STAT6 protein in CD11b^+^ myeloid cells (Figure 2E). Spleen tissue was used as a positive control because of high level expression of STAT6 in lymphocytes and CD11b^+^ cells (data not shown). Thus, these results suggest that the STAT6 signaling pathway is involved in the expression and function of CD11b^+^ myeloid cells in stress-induced myocardial injury and repair.

**FIGURE 2:**
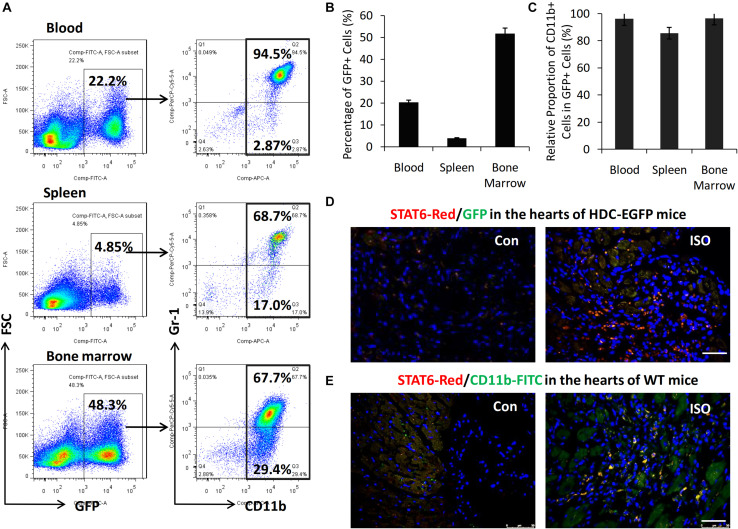
High level expression of STAT6 in CD11b^+^ myeloid cells in mouse heart. **(A)** Representative FACS graphs show the percentage of CD11b^+^GFP^+^ cells in the blood, spleen, and bone marrow of HDC-EGFP mice. **(B)** Quantitative analysis of percentage of GFP^+^ cells in the blood, spleen, and bone marrow of HDC-EGFP mice. **(C)** Quantitative analysis of the relative proportion of CD11b^+^ myeloid cells in total GFP^+^ cells in the blood, spleen, and bone marrow of HDC-EGFP mice. **(D)** The expression of STAT6 (red) in the injured hearts of HDC-EGFP mice after ISO stimulation. Scale bar, 50 μm. **(E)** The expression of STAT6 (red) its colocalization with CD11b^+^ (green). Scale bar, 50 μm. *n* = 5–6 per group.

### STAT6 Expression Decreased in ISO-Treated Fibroblasts and STAT6 Deficiency Promoted Cardiac Fibroblast Transdifferentiation

To further investigate the link between ISO and STAT6 expression, we isolated and cultured the cardiac fibroblasts from neonatal mice *in vitro*. The result of quantitative PCR showed that STAT6 mRNA expression was significantly downregulated in cardiac fibroblasts following ISO treatment (Figure 3A). Western blotting data further confirmed that ISO remarkably reduced the expression of STAT6 protein (Figure 3B).

**FIGURE 3:**
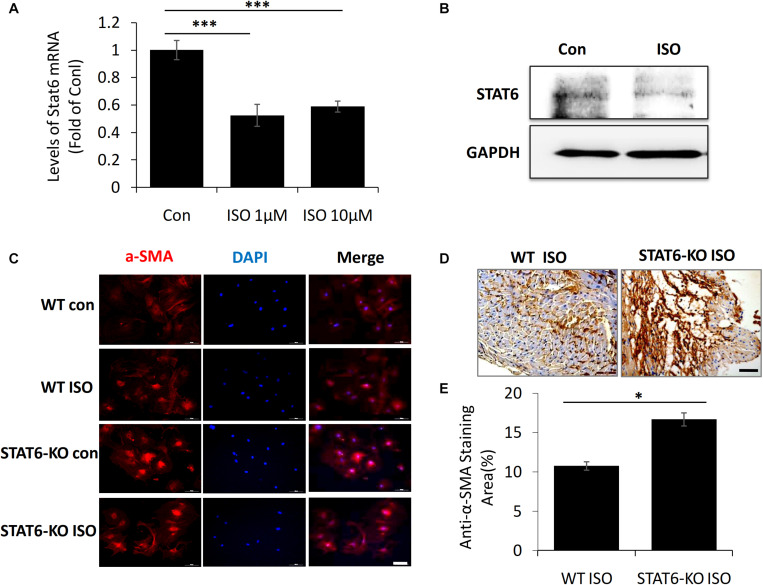
The expression of STAT6 and α-SMA expression in cardiac fibroblasts upon ISO stimulation. **(A)** The mRNA level of STAT6 expression by RT-PCR (*n* = 3). **(B)** The protein level of STAT6 expression by Western blotting. **(C)** Representative images of immunofluorescence staining for α-SMA in isolated cardiac fibroblasts upon ISO treatment. Scale bar, 100 μm, *n* = 3. **(D)** Representative images of immunohistochemical staining for α-SMA in heart tissue after ISO treatment for 4 weeks. Scale bar, 50 μm, *n* = 6. **(E)** Quantitative analysis of anti–α-SMA area (%) with immunohistochemical staining in heart tissue after ISO treatment for 4 weeks (*n* = 6). ***P < 0.001, *P < 0.05.

Next, to investigate the role of STAT6 in ISO-induced cardiac myofibroblasts transdifferentiation, we stained α-SMA (a canonical marker of myofibroblasts) *in vivo* and *in vitro*. Immunofluorescence staining with anti–α-SMA showed that the expression of α-SMA in cardiac fibroblasts was significantly up-regulated upon ISO stimulation, and more α-SMA^+^ myofibroblasts proliferated and accumulated in the hearts of STAT6-KO mice compared with that of WT mice (Figure 3C). The expression of α-SMA in cardiac tissue was detected by immunohistochemical staining. The results confirmed that the hearts of STAT6-KO mice exhibited abundant positively α-SMA–labeled cells than that of WT mice by ISO administration (Figures 3D,E). These data demonstrate that the STAT6 signaling pathway has a close relationship with ISO-induced cardiac fibrosis, and STAT6 deficiency aggravates ISO-induced cardiac α-SMA^+^ myofibroblasts differentiation and proliferation in mice.

### STAT6 Deficiency Aggravated ISO-Induced Cardiac Dysfunction and Fibrosis in Mice

We sought to explore the role of STAT6 signal in ISO-induced cardiac fibrosis. Age- and gender-matched STAT6 and WT mice were treated with ISO injection for 4 weeks. The ratio of heart weight to body weight (HW/BW) increased in STAT6-KO and WT mice with ISO compared to control groups; a significant upward shift of the HW/BW ratio was examined in ISO-treated STAT6-KO mice compared to ISO-treated WT mice (Figure 4A). Furthermore, HE staining data showed that the ventricular cavity was enlarged in response to persistent ISO stimulation and that the hearts of STAT6-KO + ISO mice were significantly bigger than those of WT + ISO mice (Figure 4B). Echocardiography was performed to evaluate the left ventricular systolic function (Figure 4C). Cardiac function parameters (EF% and FS%) of ISO mice were significantly lower than those of control mice, reflecting the impairment of cardiac function. What’s more, EF% and FS% of STAT6-KO + ISO mice were significantly lower than those of WT + ISO mice (Figures 4D,E). The results of Sirius red staining (Figures 4F,G) and Masson staining (Figures 4H,I) showed that the hearts of ISO mice produced more interstitial collagen than those of control mice and that STAT6 deficiency significantly increased collagen accumulation after ISO stimulation compared to WT controls. Taken together, these data demonstrate that the STAT6 signal plays a critical role in ISO-induced cardiac dysfunction and that its deficiency promotes cardiac fibrosis.

**FIGURE 4:**
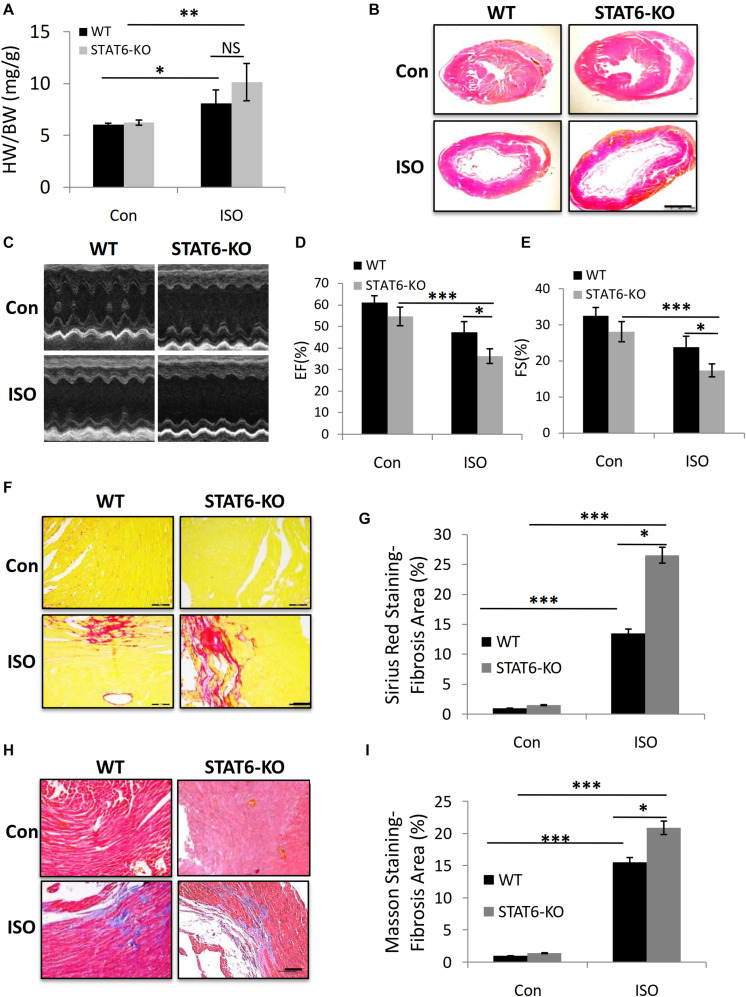
The impact of STAT6 deficiency on ISO-induced cardiac dysfunction and fibrosis in mice. **(A)** The HW/BW ratio of mice. **(B)** Representative HE staining images of heart. Scale bar, 1,000 μm. **(C)** Representative parasternal long-axis view echocardiographic M-mode images after ISO treatment for 4 weeks. **(D)** Quantitative analysis of EF (%) after ISO treatment for 4 weeks. **(E)** Quantitative analysis of FS (%) after ISO treatment for 4 weeks. **(F)** Representative micrographs of Sirius red staining. Scale bar, 100 μm. **(G)** Quantitative analysis of fibrosis area (%) with Sirius red staining. **(H)** Representative micrographs of Masson staining. Scale bar, 100 μm. **(I)** Quantitative analysis of fibrosis area (%) with Masson staining. ***P < 0.001, **P < 0.01, *P < 0.05. *n* = 6–8 per group.

### STAT6 Knockout Promoted CD11b^+^ Myeloid Cells Mobilization, CD11b^+^Ly6C^+^ Macrophage Differentiation, and Aggravated ISO-Induced Cardiac Inflammation

Given that ISO treatment could induce inflammatory reaction in the hearts of mice, we sought to investigate the effects of STAT6-KO on the expression of immune cells in the development of ISO-induced cardiac fibrosis. HE staining showed that the number of infiltrated immune cells significantly increased in the hearts of STAT6-KO + ISO mice compared to those of WT + ISO mice; concurrently, we also found that STAT6-KO did not significantly increase the immune cells in the hearts without ISO stimulation (Figure 5A). We further examined the expression of CD11b in cardiac tissue by immunohistochemical staining, which showed that STAT6-KO significantly increased the infiltration of CD11b^+^ myeloid cells in the injured hearts caused by ISO (Figure 5B). What’s more, FACS data showed that after ISO treatment, the percentage of CD11b^+^Gr1^+^ myeloid cells increased in the peripheral blood of STAT6-KO mice compared to WT mice with ISO treatment (Figures 5C,D). Additionally, FACS data showed that the percentage of CD11b^+^ly6C^+^ monocytes/macrophages increased in the peripheral blood of STAT6-KO + ISO mice than that of WT + ISO mice (Figures 5E,F). These results suggest that STAT6 deficiency mediates a crucial role in ISO-induced inflammatory storm, which is characterized by aggravating cardiac inflammatory infiltration, increasing CD11b^+^ myeloid cell mobilization, and promoting CD11b^+^ly6C^+^ macrophage differentiation.

**FIGURE 5:**
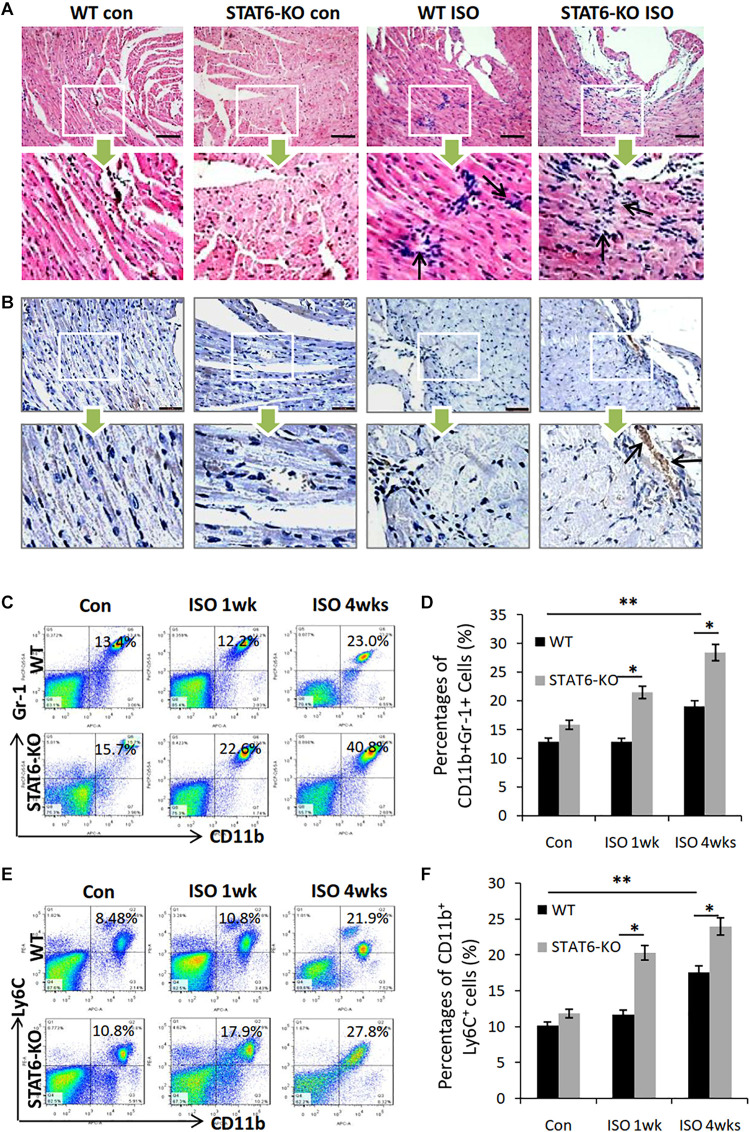
The impact of ISO and STAT6 signal on systemic and cardiac inflammatory responses. **(A)** Representative HE staining images of heart sections, and the black arrows refer to the infiltrated inflammatory cells. Scale bar, 100 μm. **(B)** Representative images of immunohistochemical staining for CD11b in hearts, and the black arrows refer to the infiltrated CD11b^+^ cells. Scale bar, 50 μm. **(C)** Representative FACS graphs show the percentage of CD11b^+^Gr-1^+^ myeloid cells following ISO treatment. **(D)** Quantitative analysis of percentage of CD11b^+^Gr-1^+^ myeloid cells. **(E)** Representative FACS graphs show the percentage of CD11b^+^Ly6C^+^ myeloid cells following ISO treatment. **(F)** Quantitative analysis of percentage of CD11b^+^Ly6C^+^ macrophages. ***P < 0.001, **P < 0.01, *P < 0.05. *n* = 6–8 per group.

### STAT6 Deficiency Promoted the Expression of β1-AR and Inflammatory Factors in Splenic CD11b^+^ Cells and Myeloid Cell–Derived Macrophages

The microarray data revealed that the level of β1-AR expression in the spleen-derived CD11b^+^ cells of STAT6-KO mice was significantly higher than that of WT mice in a sensitive myocardial fibrosis model induced by MI (Figure 6A). Furthermore, we analyzed the effect of STAT6-KO on the expression of a series of inflammatory factors (IL-1α, IL-6, IL-18, and TGF-β), which had been proved to promote inflammation and participate in cytokine storms. Results showed that the expression levels of IL-1α, IL-18, and TGF-β in STAT6-KO splenic CD11b^+^ cells were significantly higher than their WT counterparts, while there was no significant difference in IL-6 expression between the two genotypes of splenic CD11b^+^ cells (Figure 6B). 

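The cytokine mRNAs in STAT6-KO against WT spleen were compared over the 4 time points, since the text of the paper does not name the time point of Figure 6B. Il1a was higher by 1.16 (log2, standard error 0.46, limma adjusted p = 0.183) and in 4 of 4 pairs. Its ratio to WT was 1.05 in control mice, 8.78 at 1 week, 2.18 at 2 weeks, and 1.25 at 4 weeks. Il18 was higher by 0.71 (standard error 0.25, adjusted p = 0.151) and in 3 of 4 pairs, with ratios of 0.825, 2.13, 2.15, and 1.90. Il6 changed by -0.60 (standard error 0.36, adjusted p = 0.351), and was lower in 3 of 4 pairs. The paper does not say which TGF-β gene it measured on the arrays. Tgfb1 changed by -0.55 (standard error 0.32, adjusted p = 0.350), lower in 3 of 4 pairs, with ratios of 0.359, 0.635, 0.664, and 1.45. Tgfb2 changed by 0.34 (standard error 0.49, adjusted p = 0.718) on its probe with the higher mean and by 0.82 as the paired mean on the other, and Tgfb3 by 0.10 (adjusted p = 0.794). The exact sign-flip permutation test gave p = 0.13 for Il1a and 0.25 each for Il18, Il6, and Tgfb1. No value passed an adjusted p of 0.05. Background correction by normexp brought Il6 to 0.05, and left the signs of Il1a, Il18, and Tgfb1 as they were. Without the control arrays Il18 was 1.04 (limma adjusted p = 0.0328), and without the 1 week arrays Il1a was 0.51. The directions at 4 weeks draw in part on the array labelled STAT6-KO spleen MI 4 weeks. Marker genes of mature neutrophils also differed between the genotypes. Their median (log2) in spleen was 5.36 in STAT6-KO against 3.90 in WT control, and 2.77 against 4.55 at 4 weeks. It was lower in STAT6-KO at 1 and 2 weeks as well. A difference in cell make-up therefore cannot be told apart from one within cells.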

Besides, the bone marrow cells were isolated from STAT6-KO and WT mice and induced macrophage differentiation. The result of reverse transcriptase (RT)–PCR showed that STAT6-KO significantly increased the mRNA expression of IL-6 and TGF-β1 in macrophages after ISO treatment (Figures 6C,D). Thus, these results imply that STAT6 deficiency promotes ISO-induced cardiac fibrosis associated with the upregulation of β1-AR in splenic CD11b^+^ cells and the increasing of inflammatory cytokines in CD11b^+^ myeloid cells and macrophages.

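The arrays come from control mice and mice with MI, and none of them was treated with ISO. The effect of STAT6-KO in spleen minus that in bone marrow was 1.30 for Il1a (log2, standard error 0.61) and 0.98 for Il18 (standard error 0.45), each with a limma adjusted p = 0.265, adjusted over the list alone of 20 genes named beforehand. For STAT6-KO against WT in the bone marrow, Il1a changed by -0.14 (adjusted p = 0.820), Il18 by -0.26 (adjusted p = 0.706), Il6 by -0.97 (adjusted p = 0.234), and Tgfb1 by -0.77 (adjusted p = 0.104). From the levels of cytokines in CD11b+ cells and macrophages, among other results (Figure 6), the paper concludes that STAT6 deficiency promotes cardiac fibrosis after ISO, and relates this in part to higher inflammatory cytokines.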

**FIGURE 6:**
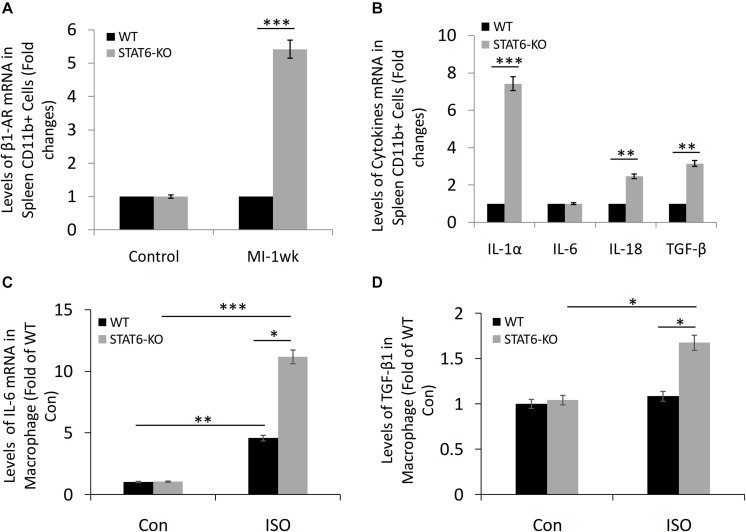
The expression of β1-AR, IL-1α, IL-6, IL-18, and TGF-β in CD11b^+^ cells and macrophages of STAT6-KO and WT mice. **(A)** Microarray study data showing the expression of β1-AR in spleen-derived CD11b^+^ cells of STAT6-KO and WT mice after MI (*n* = 5 per group). **(B)** Microarray study data showing the expression of inflammatory factors in spleen-derived CD11b^+^ cells of STAT6-KO and WT mice (*n* = 5 per group). **(C)** The mRNA level of IL-6 expression in the CD11b^+^ myeloid cell–derived macrophages by RT-PCR (*n* = 3). **(D)** The mRNA level of TGF-β1 expression in the CD11b^+^ myeloid cell–derived macrophages by RT-PCR (*n* = 3). ^∗∗∗^*P* < 0.001, ^∗∗^*P* < 0.01, and ^∗^*P* < 0.05.

## Discussion

In the present study, we show the first evidence that the disruption of the STAT6 signal aggravates ISO-induced adverse cardiac fibrosis, which mechanisms involve a series of events, including cardiomyocyte injury, β1-AR expression up-regulation, increased CD11b^+^ myeloid cell mobilization, increased macrophages differentiation, and collagen deposition aggravation in response to ISO stimulation. Taken together, these results provide novel evidence that STAT6 signal is a potential target for the treatment of myocardial fibrosis and heart failure after ISO-induced myocardial injury.

The sympathetic–catecholamine system is involved in the regulation of multiple cardiovascular physiological activities through adrenergic receptor (Winter et al., 2018; Schinner et al., 2017). β-AR is a member of the superfamily of G protein–coupled receptors, which are also called seven-transmembrane receptors (Vassilatis et al., 2003). There are three β-AR subtypes, β1-AR, β2-AR, and β3-AR. Among them, β1-AR is the predominant subtype of adrenergic receptor in heart tissue, which plays a pivotal role in mediating cardiac function (Chottova and Slavikova, 2011). After β1-AR activation, the classical Gs-AC-cAMP-PKA signaling cascade is activated. It is also noteworthy that β1-AR is closely related to excessive sympathetic stimulation and cardiac fibrosis. Previous studies have indicated that β1-AR transgenic overexpression mice show increased cardiac interstitial fibrosis, and altered calcium handling is responsible for these detrimental effects of β1-AR signaling (Engelhardt et al., 2004). Accumulating evidences have indicated that ISO, a nonselective β-AR agonist, can induce cardiac hypertrophy and fibrosis by activating multiple signaling pathways to regulate the expression of extracellular matrix, oxidative stress response, and inflammatory response and ultimately affect cardiac function (Tang et al., 2018; Wang M. et al., 2019). In this study, we provide a new perspective to explain the effect of ISO on myocardial fibrogenesis. By a microarray study, we identified higher-level expression of β1-AR mRNA in CD11b^+^ myeloid cells directly isolated from the spleen, main extramedullary immune cell reservoir in the development of cardiac fibrosis of WT mice post-MI. Using the established HDC-KO mouse model sensitive to myocardial fibrosis, we further confirmed the increased expression of β1-AR mRNA in spleen and bone marrow–derived CD11b^+^ cells from HDC-KO mice compared to WT controls.

STAT6 signal has previously been demonstrated to mediate the effects of histamine on the protection of MI-induced myocardial injury and on the differentiation of macrophages from bone marrow–derived CD11b^+^ myeloid cells with granulocyte M-CSF incubation (Xu et al., 2017; Chen et al., 2017). Thus, these data highlight that STAT6 signaling pathway plays a key role in the regulation of inflammatory immune response in ischemic myocardial injury and fibrosis. However, the roles of STAT6 signal in myocardial injury and fibrosis caused by ISO/β1-AR–induced sympathetic nervous system hyperactivity are not fully clarified.

The STAT family consists of seven members (STAT1, 2, 3, 4, 5A, 5B, and 6) in mammals, which exists in the cytoplasm and can be transported into the nucleus after activation and binds to DNA (Wang and Levy, 2012). Among them, STAT6 plays a central role in immune regulation, cell proliferation, and apoptosis (Wang J. et al., 2019; Wang L. et al., 2019). In the current study, we confirmed that STAT6 was highly expressed in CD11b^+^ myeloid cells and cardiac fibroblasts than in cardiomyocytes. We found STAT6 deficiency increased β1-AR expression and aggravated ISO-induced cardiac fibrosis, with abnormal immune response, consistent with our previous study that STAT6 deficiency promotes the proliferation and differentiation of CD11b^+^Gr-1^+^ immature myeloid cells in the blood and bone marrow of MI mice. CD11b^+^Gr-1^+^ immature myeloid cells consist of CD11b^+^Ly6G^+^ granulocytic subset and CD11b^+^Ly6C^+^ monocytic subset. A previous study indicated that the expression of STAT6 signal was down-regulated during the differentiation of tumor-associated neutrophils from CD11b^+^Gr-1^+^ IMCs of HDC-KO mice (Yang et al., 2011). In this study, we found that STAT6 deficiency promoted the mobilization of CD11b^+^ IMCs and CD11b^+^Ly6C^+^ macrophage differentiation upon β-AR stimulation. Macrophages, as one of the most important antigen-presenting cells, play a pivotal role in the development of cardiac fibrosis. Macrophages potentially lead to angiotensin II–induced cardiac fibrosis when recruited into the heart from the spleen (Wang et al., 2017). Further, cardiac macrophages are responsible for impaired myocardial relaxation and aggravated myocardial stiffness while diastolic dysfunction develops (Hulsmans et al., 2018). It is known that β-ARs are expressed on the surface of macrophages in most tissues, and macrophage mechanotype and function can be regulated through β-AR by stress hormone signal (Kim et al., 2019). In this study, the data demonstrated that STAT6 deficiency promotes macrophage differentiation from CD11b^+^ IMCs and recruits them into the injured hearts after chronic stimulation of β-AR, which in turn aggravated cardiac fibrosis. Moreover, the microarray data showed that STAT6 gene knockout (KO) leads to an significant upsurge of a series of key cytokines (IL-1α, IL-18, and TGF-β), which served an important role in cytokine storm and immunopathological damage process (Huang et al., 2005; Yao et al., 2020). Furthermore, the expression of IL-6 and TGF-β1 in the CD11b^+^ myeloid cell–derived macrophages increased significantly with ISO stimulation, which could be further promoted by STAT6 deficiency.

In clinical settings, hypertensive heart diseases are major health problems worldwide and possess cardiac fibrosis that significantly reduces cardiac function. It is noteworthy that β-blockers are widely used to improve cardiac function in the failing heart and reverse cardiac remodeling (Cleland et al., 2018). However, besides mediating pathological cardiac remodeling, β-AR signal pathways also take part in normal cardiac physiological activity, which consists of positive chronotropic, dromotropic, and inotropic effects. So when β-blockers alleviate the pathological function, it also antagonizes the normal physiological effects, which is harmful to patients. Over the past years, more and more evidence has accumulated indicating that long-acting β-blockers can lead to some detrimental effects (Woron et al., 2019). In addition to β-blockers, anti–TGF-β antibodies have also been considered as potential antifibrotic agents (Kuwahara et al., 2002). Nevertheless, it is found that anti–TGF-β administration before or after coronary artery ligation contributes to increased mortality and worsened left ventricular remodeling in mice with MI, and ECM remodeling may be related to these detrimental effects (Frantz et al., 2008). Therefore, rationally designed antifibrotic therapies need to be explored and discovered to curb these problems. In this regard, STAT6 could confer cardioprotection in β-AR–mediated cardiac fibrosis chronically stimulated with catecholamine. As a novel antifibrotic strategy, STAT6 signal target does not interfere and damage the normal physiological function of β-AR, and no increased mortality has been found in mice. Thus, STAT6 signal could be a safe, promising, and viable candidate drug target against ISO-induced cardiac fibrosis.

## Data Availability Statement

The microarray data has been deposited in the GEO (Gene Expression Omnibus) database (accession number: GSE154733).

## Ethics Statement

The animal study was reviewed and approved by Animal Ethics Committee of Fudan University.

## Author Contributions

WZ, BZ, MT, and XY participated in the study design, experiment operation, and manuscript preparation. SD and XZ contributed to the animal experiments and statistical analysis. XW and JW helped with the collection and analysis of echocardiography. YZ and JG provided the suggestions for study design and helped with revision of the manuscript. All authors discussed and approved the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

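The data were 24 one-colour Agilent arrays (Cy3) of RNA from CD11b+ cells, from 3 genotypes (WT, HDC-KO, STAT6-KO), 2 tissues (spleen, bone marrow) and 4 time points (control, and 1, 2, and 4 weeks after MI). Each condition had 1 array from cells pooled from 5 mice, and 22 arrays were used. The remaining 2 held too few spots to be scaled. The authors hybridised Cy3-labelled RNA, scanned the arrays and read them with Agilent Feature Extraction 11.0.1.1. The signal used is a spot intensity on the linear scale, after background subtraction and spatial detrending and without normalization between arrays. The output of Genespring, which the paper names for the later analysis, was not used here.

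Each array held 43020 spots that were not controls, for 39429 probes. Probes were named through their RefSeq accession, which gave 27234 probes a symbol, for 20659 genes. The other 12195 probes were kept under the name on the array, which made 32451 genes or transcripts in all. Over the 22 arrays, 3055 spots marked as outliers by Feature Extraction were left out, and 0 spots were saturated. The spots of the 399 probes printed more than once were averaged. Signals were taken to log2, and the 75th percentile over the spots that were not controls was subtracted from each array. For a gene with several probes, the probe with the highest mean over all arrays was used. A signal that was not well above background was given as a bound, with the lowest signal well above background of that array in its place.

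The genes reported were fixed beforehand. They were the genes whose mRNA the paper reports from the arrays and further genes of the same pathways, of which 20 were tested. Results of some of these genes are not reported here. For each fit they also included the 3 genes with the largest rise and the 3 with the largest fall among those with a symbol, past the threshold, and with the same sign in every pair. Counts of genes changed came from limma 3.58.1 in R 4.3.3 (with data.table 1.17.8), with an adjusted p under 0.05 by Benjamini-Hochberg. Probes well above background on fewer than 2 arrays of a fit were left out. The comparison of tissues used 10 pairs of arrays with the pair as a block. The comparisons of genotypes and of MI 1 week with control used the 11 arrays of a tissue, with time point and genotype as additive terms. These fits take the variation of the genotype effect between time points as the error, since no condition had replicates. The genotype effect in spleen was compared with that in bone marrow by an interaction term in a limma fit over 22 arrays. That fit did not hold the pair as a block, and no blocked alternative was run for it. Single genes were compared by exact two-sided sign-flip permutation tests over pairs. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.

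The fits were tested on simulated data, made from these arrays with the genotype or tissue effect removed and with 200 genes changed by a known amount. Of the genes changed by 2 on the log2 scale, between 62.0% (MI 1 week against control) and 88.7% (spleen against bone marrow) were found. Of those changed by 1, between 14.1% and 57.3% were found in the same comparisons. Between 4 and 9 further genes were called falsely. The simulated noise was drawn independently for each gene and array, without effects that many genes share, such as that of a slide. The false calls therefore do not show how often such shared effects would be taken for a difference.

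The alternatives tried were background correction by normexp (offset 50), quantile normalization, scaling to the median or to the probes well above background on all arrays, and a floor on low signals. Further ones were other filters on dim probes, the mean over the probes of a gene, a test for every probe, a fit without the block, a fit on the 2 groups alone, and slide as a random block. The threshold of the paper (fold change over 2 and p under 0.05 by its Student test) was applied too, and each time point or pair was left out in turn. Normexp was meant for the mean spot signal, which the tables lack, and was run on the median spot signal. Slide could serve as a block for the comparison of tissues alone, since each slide held 1 genotype and 1 tissue. Alternatives added after the data were seen were the other probes of Stat3 and Stat6, Tgfb2 in place of Tgfb1, and ratios at 1 week alone. Marker lists for B cells, T cells, erythroid cells, neutrophil granules, mature neutrophils, macrophages and monocytes, plasma cells, Xist, and Y-linked genes were written beforehand. A list of interferon-induced genes was written after the data were seen.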

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

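The tests of explanations for Xist, the Oas1 genes, and the interferon-induced genes were chosen after these results were seen, as were the list of interferon-induced genes and the Xist probe reported. The comparison of genotype effects between tissues was planned.

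Xist, a transcript of the inactive X chromosome, was well above background in all 7 HDC-KO arrays, between -1.81 and -0.74 on the log2 scale. The paper states that the mice were male and does not report on Xist. On the same probe, 0 of 8 WT arrays were well above background (-8.96 to -7.85). In STAT6-KO, 2 of 2 control arrays were (-3.18 and -2.06) and 0 of 5 arrays after MI (-9.36 to -8.43). This is not the Xist probe with the highest mean. The latter was above background in some WT arrays as well. If female mice were among those pooled, Y-linked genes would be lower in the arrays with Xist. Over 4 Y-linked genes, HDC-KO against WT was -1.17 ± 0.58 (SD, n = 7 pairs), lower in 7 of 7 pairs (exact sign-flip permutation test, p = 0.0156, the smallest that 7 pairs allow), which leaves 44.4% of the WT signal. Pools holding mice of both sexes may therefore explain the Xist signal in HDC-KO. A low Y-linked value also occurred without Xist. The STAT6-KO bone marrow MI 4 weeks array had a Y-linked list median of -2.81, within the HDC-KO range (-4.07 to -2.75). In the STAT6-KO control arrays the Y-linked genes were -1.03 against WT control in spleen and 0.06 in bone marrow (medians of the gene differences), with a mean of -0.49. The list median in bone marrow was -2.37, within the range of the WT arrays (-2.52 to -1.60). With 2 arrays that differ, this leaves the STAT6-KO signal open. HDC-KO against WT can then differ by sex as well as by genotype. A mislabelled pool was not tested.

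Oas1a was higher by 9.11 in STAT6-KO than in WT spleen (log2, limma adjusted p = 0.00575, higher in 4 of 4 pairs). On the probe with the highest mean it was well above background on 4 of 4 STAT6-KO and 3 of 4 WT arrays. It was at least 515-fold higher there with the remaining array at the lowest signal well above background. Over the other settings chosen beforehand the difference was 6.55 to 9.15 with all time points (limma adjusted p = 0.000767 to 0.0254) and 7.95 to 9.74 without 1 of them (limma adjusted p = 0.00972 to 0.0504, the highest without the 1 week arrays). With the test of the paper the adjusted p = 0.0679. The lowest, 6.55, came with probes well above background on every array. That filter leaves the other Oas1a probe, which was well above background in all WT arrays too, so the size of the difference depends on the probe. In the same way, on the probe with the highest mean, Oas1a was at least 591-fold higher in HDC-KO spleen. In STAT6-KO and HDC-KO bone marrow it was at least 426-fold and 519-fold higher, where 2 of 4 WT arrays were well above background. The paper does not report on this gene. In bone marrow, 4 genes differed from WT beyond 4-fold in every pair of both knockouts, namely Ctps2, Oas1a, Oas1f, and Oas1g, which were singled out after their values were seen. An effect of the bone marrow slides would not recur in spleen, whereas 100% of these genes differed likewise there, among 5 such genes in spleen of 27734. A general rise of interferon-induced genes in the knockouts is argued against by the control arrays, where the list was -1.30 in STAT6-KO against WT spleen and -1.77 in bone marrow. In HDC-KO bone marrow it was 0.47. Another genetic background of the WT mice may account for these 4 genes, since they differ in both tissues and at every time point. It cannot be told apart from an effect of each knockout, because no genotype of the mice beyond the labels is in the data. Cross-hybridisation between the related Oas1 genes was not tested.

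The list of 7 interferon-induced genes was higher by 2.62 in WT spleen at MI 1 week than in control (median of the gene differences, log2), at the 100th percentile of 10000 random lists of genes with similar mean signals. The paper does not report on these genes. An effect of single slides or arrays would not be shared by spleen and bone marrow arrays, which lie on different slides. Over the 10 combinations of genotype and time point, the list in spleen went with that in bone marrow (Pearson's r = 0.93, permutation p = 5e-05, Spearman's rho = 0.95). The p of r adjusted over 2 relations computed (Bonferroni) was 0.0001. Without the 2 farthest points r was 0.91, and within genotypes 0.92. Between the positions of control and 1 week the list median rose on 3 of 4 slides, by 2.74 and 4.12 on the WT spleen and bone marrow slides and by 1.5 on the STAT6-KO spleen slide. On the HDC-KO bone marrow slide it changed by -0.16. A position effect shared by all slides is argued against as the whole source, since spleen and bone marrow still went together once the mean of each position was removed (Pearson's r = 0.94, exact permutation within positions, p = 0.0208). What all slides share at 1 position, time after MI included, stays open. An interferon response or an infection in single pools of mice may be the source, shared by both tissues of r = 0.93. Of the spleen and bone marrow arrays labelled STAT6-KO, those at MI 4 weeks were also high, at 4.29 and 3.93. The design names MI as a biological difference, but the HDC-KO arrays after MI did not go above 2.08.

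The genotype effect differed between spleen and bone marrow for 229 genes in HDC-KO and for 1444 genes in STAT6-KO (limma interaction, adjusted p under 0.05, 27734 genes tested). Of the 20 genes named beforehand, 0 did in either genotype with p adjusted over the list alone. At an unadjusted p under 0.05 these were 2 in HDC-KO and 1 in STAT6-KO. The lowest was Ly6c1 in HDC-KO, with -1.07 (limma adjusted p = 0.140, adjusted over the list alone). The spleen and bone marrow arrays of 1 genotype and time point were not paired in this fit, so these counts and p values rest on an unpaired model. Each combination of genotype and tissue lies on 1 slide, so that a difference between tissues cannot be told apart from one between slides. The HDC-KO count was 0 without the 2 week arrays (3698 genes at an unadjusted p under 0.05, limma) and 1310 without the control arrays. The STAT6-KO count was 84 without the 2 week arrays.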

How the results depend on the processing

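The alternatives with other probes of Stat3 and Stat6, with Tgfb2, and with 1 week arrays alone were chosen after the values were seen. The others were chosen before. Of 225 alternatives for the 15 results that answer a comparison, 159 were counted as the same, by direction and side of the threshold or by size. The median of the Stat genes was judged by size, since its sign change counted as reversed only for a main difference over 2-fold. Its turns below 0 are therefore not among the reversals. In 61 alternatives the value moved, in 4 it reversed, and in 1 it passed the threshold. The cause was not tested for any of these, except where fewer arrays entered the fit. Of 69 alternatives for 8 single values of named genes, 14 moved the value. Of 548 for the 36 genes with the largest changes, 437 stayed past the threshold, 111 did not, and 0 reversed.

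The median of 6 Stat genes (0.16) was 0.49 with median scaling, -0.021 with quantile normalization, -0.13 with the mean over probes, and -0.22 with the second probes of Stat3 and Stat6. Il6 in STAT6-KO against WT spleen reversed with normexp to 0.047, and with the 1 week arrays alone to 0.095. At 1 week alone Il1a was 3.13, and Tgfb2 in place of Tgfb1 gave 0.34 (limma adjusted p = 0.718), or 1.41 at 1 week alone. Without 1 time point Il18 was 0.58 to 1.04. The highest was without the control arrays (limma adjusted p = 0.0328, range 0.0328 to 0.416 over these fits).

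With normexp, the counts of genes changed (limma) fell to 4 in STAT6-KO against WT spleen, from 517, and 6 in HDC-KO spleen, from 742. They fell to 513 from 1248 in STAT6-KO bone marrow and to 56 from 120 in HDC-KO bone marrow. For MI 1 week against control the count was 0, from 2092, with 2160 genes at an unadjusted p under 0.05. The 4 genes were Ctps2, Nab2, Oas1a, and Oas1f, named after their values were seen. Quantile normalization gave 430 in HDC-KO spleen and 1281 for MI. A floor at the lowest signal well above background gave 454 in HDC-KO spleen, and a filter for probes well above background on every array 302. Without the block for time points the counts were 72 for STAT6-KO spleen, 126 for HDC-KO spleen, 674 for STAT6-KO bone marrow, and 0 for MI (limma, 4147 genes at an unadjusted p under 0.05). With the 2 groups alone they were 144, 2697, 0 (limma, 4310 genes at an unadjusted p under 0.05), and 0 (3930 genes) in this order, and 17 for HDC-KO bone marrow. The Student test of the paper with Benjamini-Hochberg adjustment gave 23, 63, 105, and 29 for STAT6-KO spleen, HDC-KO spleen, STAT6-KO bone marrow, and HDC-KO bone marrow. Its threshold without adjustment gave 764, 802, 1089, and 947, and 6218 of 27665 genes tested between tissues. An adjusted p under 0.05 by limma with a fold over 2 also gave 6218 there, and without the fold 15067.

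Without 1 time point, which leaves fewer arrays, the counts were 30 (without 4 weeks) to 964 (without control) for STAT6-KO spleen and 0 (without 1 week, limma, 4376 genes at an unadjusted p under 0.05) to 1288 (without control) for HDC-KO spleen. They were 11 (without 2 weeks) to 1009 (without 1 week) for STAT6-KO bone marrow and 3 (without 2 weeks; Ctps2, Oas1a, and Rbbp9) to 393 (without control) for HDC-KO bone marrow. For MI they were 0 (without WT, limma, 3536 genes at an unadjusted p under 0.05) to 3338 (without STAT6-KO), with 256 without HDC-KO. Between tissues they stayed between 13977 and 15061.

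Genes whose genotype effect differed between tissues were 0 in HDC-KO with normexp (limma, 1414 genes at an unadjusted p under 0.05), 390 with raw signals under 5 set to 5, and 67 in STAT6-KO with normexp. Without 1 time point they were 0 to 1310 and 84 to 710. Of the 20 named genes, 1 (Ly6c1, HDC-KO) passed with quantile normalization and with median scaling, with p adjusted over the list alone of 0.0102 and 0.0290.

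The split into higher and lower genes moved with the scaling. For MI it was 431 and 1661, and 1387 and 1041 with median scaling or 498 and 783 with quantile normalization. The median of all genes moved from -0.16 to 0.13 with median scaling. For HDC-KO spleen the split was 544 and 198, and 313 and 285 or 217 and 213 with these settings. For STAT6-KO bone marrow it was 1078 and 170, and 850 and 398 or 1019 and 467. For STAT6-KO spleen it was 177 and 340, and 168 and 198 with quantile normalization. Signals over background limit the values of dim probes, since between 70.4 and 79.8% of spots were well above background.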

Differences from the paper's values

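The settings with other probes, Tgfb2, and the 1 week arrays alone named here were chosen after seeing the values and with the figures of the paper in view. The figures do not state how their scale was made, and all values were read by eye as ratios. The paper gives n = 5 per group for these figures, while each value here comes from 1 array per condition.

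For mRNA in WT spleen at MI 1 week relative to control, the paper shows about 0.43 for Stat2 in Fig. 1A, read by eye, and the value here was 2.99. Stat3 was 1.01, with about 0.46 in Fig. 1A, read by eye, and Stat6 was 1.33, with about 0.47 in Fig. 1A, read by eye. Over the alternatives set before the data were examined, the lowest ratios were 2.60 for Stat2, 0.745 for Stat3, and 0.816 for Stat6. On the second probe of Stat3 the ratio was 0.551 and on the third probe of Stat6 0.529. These lie nearer the values of the paper and were chosen after seeing the values. On the second probe of Stat6 the ratio was 0.774, which is farther off. Stat2 has 1 probe, and no setting reached the value of the paper.

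For Il1a in STAT6-KO spleen over all time points the ratio to WT was 2.24, with about 7.4 in Fig. 6B, read by eye, and for Tgfb1 it was 0.685, with about 3.1 for TGF-β in Fig. 6B, read by eye. Over the settings chosen beforehand with all time points, the highest ratios were 2.30 for Il1a and 0.770 for Tgfb1. At 1 week alone, chosen after seeing the values, Il1a was 8.78, Il6 1.07, Il18 2.13, Tgfb1 0.635, and Tgfb2 2.65. The other Tgfb2 probe gave 3.47. All of these but Tgfb1 lie nearer the values of the paper than those over all time points do. Tgfb2 over all time points was 1.26, which is farther off. Of 10 values compared, 5 were counted as differing, namely Stat2, Stat3, Stat6, Il1a, and TGF-β. The count for Il1a rests on all time points, and at 1 week alone it was not counted as differing. Tgfb1 was counted at 1 week too, while Tgfb2 at 1 week was not. The text of the paper does not name the time point of Fig. 6B. Of the values not counted, Stat4 was 0.551, with about 0.67 in Fig. 1A, read by eye. Stat5a was 1.24 and Stat5b 0.953, with about 1.0 for STAT5 in Fig. 1A, read by eye. Over all time points Il6 was 0.659 and Il18 1.64, with about 1.0 and 2.5 in Fig. 6B, read by eye. Median scaling gave 1.56 for Stat5a.

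As to directions, the paper states that Stat2, Stat3, Stat4, and Stat6 fell at 1 week. Of these 4 genes, 1 fell here on its probe with the highest mean, Stat4 (-0.86 on the log2 scale), and Stat2 rose (1.58). The paper states a significant rise of TGF-β in STAT6-KO spleen, and Tgfb1 changed by -0.55 (limma adjusted p = 0.350). It states significant rises of Il1a and Il18, whose adjusted p by limma were 0.183 and 0.151. Without the control arrays Il18 passed the threshold (limma adjusted p = 0.0328).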

Other observations

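The tests on Stat4, on the shift between probes, on the label of the array labelled STAT6-KO spleen MI 4 weeks, on the position on the slide, and on other splits of the bone marrow arrays were chosen after the results were seen. The tests on scaling and lymphocytes for the Stat genes and on the other splits of the tissue and spleen comparisons were written before.

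Between spleen and bone marrow 15067 of 27665 genes changed by limma (6188 higher in spleen, 8879 lower, median of all genes -0.17). Of 100 splits of the same arrays within pairs, 1 gave as many, the real one, and the highest other count was 9779, with 1 WT pair flipped, which argues against chance. STAT6-KO against WT changed 517 of 26478 genes in spleen (1 of 35 splits as large, the highest other 46) and 1248 of 27101 in bone marrow (1 of 35, the highest other 207), which argues against chance in both, with 35 splits in all. HDC-KO against WT changed 120 genes in bone marrow (1 of 35 splits, the highest other 43), which argues against chance. In spleen it changed 742 genes, and 2 of 35 splits gave as many, so that chance cannot be excluded. The other split, with 881 genes, set the 3 WT arrays after MI against WT control and HDC-KO. Unlike the tissue splits, the genotype splits were not kept within time points, while the genotype fits hold time point as a term. Splits uneven over time are not like the real one, so 1 of 35 may overstate the case against chance. Each genotype within a tissue lies on its own slide, so that genotype and slide cannot be told apart in these counts.

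The genes named here have a symbol and the same sign in every pair, and were ranked by the log2 difference from limma. For a gene given as a bound this rank is not established, as with Asb17, whose bound lies below the rises of other genes. On this ranking the largest rises in spleen against bone marrow were in Adam23 (at least 70.0-fold higher, since 0 of 10 bone marrow arrays were well above background), Gp2 (at least 82.4-fold higher, with 5 of 10 bone marrow arrays well above background), and Tdrp (at least 37.0-fold higher). The largest falls were in Igfbp5 (at least 84.8-fold lower), Cxcl12 (-5.58 on the log2 scale), and Ebf3 (at least 8.31-fold lower). In the genotype comparisons Oas1a, Oas1f, and Oas1g had the largest rises throughout on this ranking. The rank of Oas1g is not established, since 0 of 4 WT arrays of either tissue were well above background. It was at least 14.5-fold higher in STAT6-KO spleen and 16.6-fold in HDC-KO spleen. In bone marrow it was at least 8.69-fold higher in STAT6-KO and 10.8-fold in HDC-KO. The largest falls were in Gm10421, Ccl24 (-3.52), and H2-Q8 (-3.09) for STAT6-KO spleen, and in the same genes for STAT6-KO bone marrow. Gm10421 was at least 4.22-fold lower in STAT6-KO spleen and at least 18.2-fold lower in HDC-KO bone marrow. Over the settings chosen beforehand, the STAT6-KO spleen difference of Gm10421 ran from -3.61 to -0.03 on the log2 scale. This fall is therefore not kept in every setting. In STAT6-KO bone marrow Gm10421 was at least 9.23-fold lower, with 2 of 3 STAT6-KO arrays well above background. For HDC-KO spleen the largest falls were in F830016B08Rik (-3.07), C130026I21Rik (-2.97), and Adgrb1 (-2.85), and for HDC-KO bone marrow also in Rbbp9 (-3.15) and Vmn1r228 (no fold given, with 0 of 4 HDC-KO and 3 of 4 WT arrays well above background). A transcript without a symbol there fell by 3.35 (probe A_55_P2176668). At MI 1 week against control in spleen they were Asb17 (at least 2.37-fold higher), Fcnb (2.62), and Efcab11 (at least 3.20-fold higher, with 1 of 2 control arrays well above background) upward, and Fam13c (-6.25), Mbl2 (at least 20.1-fold lower, with 1 of 3 arrays at 1 week well above background), and Trnp1 (-3.83) downward.

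For MI 1 week against control in spleen 2092 genes changed. An effect of the position of the array on the slide may contribute, since time and position run together. Of these genes, 60.6% went the same way between the same positions of the WT and HDC-KO bone marrow slides, which leaves both open. The genes higher in spleen had a median of 1.07 there and 0.30 in bone marrow, and the lower ones -1.44 and -0.09. The medians were tried after the share and do not settle it.

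The fall of the Stat family was to be tested against another scaling and against fewer lymphocytes. As the median of 6 Stat genes was above 0 (0.16) both tests are void, with -0.021 under quantile normalization and -0.53 for the B and T cell markers together. Stat4 fell by 0.86 on its only probe. A lower share of T cells in the 1 week preparation is a candidate explanation, since the T cell list changed by -1.11, with 5 of its 6 genes lower. Lck went from 2.22 to 1.09 and Cd4 from 1.83 to 1.29. Cd3d rose from 1.74 to 2.59, which fewer T cells would not account for. All 6 genes were well above background on both arrays. The other lists changed by -0.34 (B cells), 0.31 (erythroid cells), 1.54 (neutrophil granules), 0.02 (mature neutrophils), -0.48 (macrophages and monocytes), and 0.10 (plasma cells). The neutrophil granule list was at the 100th and the T cell list at the 0.05th percentile of random lists of genes with similar mean signals. The macrophage and monocyte list was at the 0.45th percentile, with its highest gene at -0.05.

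The probes of Stat3 and Stat6 differed at MI 1 week in WT spleen. A shift between probes that many genes share may be behind it. Over 3473 genes with 2 probes the dimmer one changed by -0.13 against the brighter, far less than the gaps of -0.87 for Stat3 and -1.33 and -0.78 for Stat6. These lie within the central 95% of all gaps (-1.52 to 1.20), so the test leaves this open. It was at first read as a fit.

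Stat6 on the array labelled STAT6-KO spleen MI 4 weeks lay within the WT range on 2 of 3 probes. If a WT sample stood under this label, genes that separate STAT6-KO from WT in bone marrow would lie nearer the WT spleen arrays. Of 24 such genes, 87.5% lay nearer the other STAT6-KO arrays, which argues against it. The other STAT6-KO spleen arrays gave 100, 92, and 90.9%, and the WT arrays 26.1, 16.7, 12.5, and 5%. The limit was first set at 90% and is now 50%. A pool of mixed genotypes was not tested.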
